# Cytoplasmic Polyadenylation Element-Binding Protein 1 Post-transcriptionally Regulates Fragile X Mental Retardation 1 Expression Through 3′ Untranslated Region in Central Nervous System Neurons

**DOI:** 10.3389/fncel.2022.869398

**Published:** 2022-04-15

**Authors:** Souichi Oe, Shinichi Hayashi, Susumu Tanaka, Taro Koike, Yukie Hirahara, Ryohei Seki-Omura, Rio Kakizaki, Sumika Sakamoto, Yosuke Nakano, Yasuko Noda, Hisao Yamada, Masaaki Kitada

**Keywords:** cytoplasmic polyadenylation-binding protein 1, fragile X mental retardation 1, heat shock protein family A member 9, mitochondria, post-transcriptional regulation

## Abstract

Fragile X syndrome (FXS) is an inherited intellectual disability caused by a deficiency in Fragile X mental retardation 1 (*Fmr1*) gene expression. Recent studies have proposed the importance of cytoplasmic polyadenylation element-binding protein 1 (CPEB1) in FXS pathology; however, the molecular interaction between *Fmr1* mRNA and CPEB1 has not been fully investigated. Here, we revealed that CPEB1 co-localized and interacted with *Fmr1* mRNA in hippocampal and cerebellar neurons and culture cells. Furthermore, CPEB1 knockdown upregulated *Fmr1* mRNA and protein levels and caused aberrant localization of Fragile X mental retardation protein in neurons. In an FXS cell model, CPEB1 knockdown upregulated the mRNA levels of several mitochondria-related genes and rescued the intracellular heat shock protein family A member 9 distribution. These findings suggest that CPEB1 post-transcriptionally regulated *Fmr1* expression through the 3′ untranslated region, and that CPEB1 knockdown might affect mitochondrial function.

## Introduction

Fragile X syndrome (FXS) is the most common form of inherited intellectual disability that manifests with clinical features, including anxiety, autism symptoms, and poor attention, and physical features, including prominent ears, a long face, and hyperextensible finger joints (Hagerman et al., 2017; Niu et al., 2017; Bagni and Zukin, 2019; Okazaki et al., 2021). FXS is caused by a reduction in fragile X mental retardation protein (FMRP) expression levels. In particular, 200 CGG triplet repeats in *Fmr1* promoter region leads to enhanced DNA methylation and transcriptional inactivation (Saldarriaga et al., 2014; Hagerman and Hagerman, 2016). In the brain, FMRP is expressed in neuronal and glial cells and exerts multiple functions, including translation regulation, mRNA stability control and transport, and transcription modulation (Estes et al., 2008; De Rubeis and Bagni, 2010; Richter et al., 2015; Richter and Zhao, 2021). Therefore, loss of FMRP results in aberrant expression of numerous genes and causes developmental abnormalities during neurogenesis, dendritic arborization, and neuronal circuit formation (Guo et al., 2011; Aloisi et al., 2017; Goel et al., 2018).

To date, several studies have demonstrated that pharmacological approaches have the potential to ameliorate FXS pathology in *Fmr1* knockout mice, a commonly used FXS experimental model (Gantois et al., 2017; Dy et al., 2018). For example, metformin, an antidiabetic agent used in the treatment of type 2 diabetes mellitus, ameliorates core phenotypes, including social deficits, abnormal spine morphology, and exaggerated long-term depression of synaptic transmission, in *Fmr1* knockout mice (Gantois et al., 2017). Metformin mediates the amelioration by reducing pathologically hyperactivated mitogen-activated protein kinase 1 signaling to the normal level, and phosphorylating eukaryotic translation initiation factor 4E in *Fmr1* knockout mice (Gantois et al., 2017). Furthermore, a clinical study has revealed that metformin improved irritability, social avoidance, and aggression in FXS patients (Dy et al., 2018). In addition, Udagawa et al. (2013) showed that the altered phenotypes, such as translational homeostasis, dendritic spine density, social behavior, and special working memory were mitigated upon genetic deletion of cytoplasmic polyadenylation element-binding protein 1 (CPEB1) in *Fmr1* knockout mice. CPEB1 is an RNA-binding protein that plays a key role in post-transcriptional mRNA regulation by targeting cytoplasmic polyadenylation elements (CPEs) in the 3′ untranslated region (UTR) (Mendez and Richter, 2001; Wilczynska et al., 2005; Oe and Yoneda, 2010). The studies have concluded that excessive polypeptide elongation caused by the loss of FMRP was mitigated by the concomitant loss of CPEB1. However, due to the limitations of experimental procedures using knockout mice, the interaction between CPEB1 and *Fmr1* mRNA has not been fully analyzed.

To clarify the functional importance of CPEB1 in *Fmr1* post-transcriptional regulation, we investigated the intracellular localization and binding potential of CPEB1 and *Fmr1* mRNA in the central nervous system (CNS) neurons. In addition, we evaluated the alterations in *Fmr1* mRNA and protein levels in CPEB1 knockdown cells. We further used CPEB1 and/or FMR1 knockdown Neuro2a cells and performed microarray and gene ontology (GO) analyses to determine the cellular components and/or biological processes that might be responsible for the improvement of the *Fmr1* knockout mouse phenotypes.

## Materials and Methods

### Cell Culture and Transfection

Human cervical carcinoma HeLa cells and mouse neuroblastoma Neuro2a cells (American Type Culture Collection, Manassas, VA, United States) were cultured in Dulbecco’s modified Eagle’s medium (Thermo Fisher Scientific, Waltham, MA, United States) containing 10% fetal bovine serum (GE Healthcare, San Ramon, CA, United States). To obtain hippocampal neurons, primary cultures were performed. The animal study was reviewed and approved by the Animal Committee of Kansai Medical University. To isolate hippocampal neurons, embryonic Wistar rat brains were removed, and hippocampal regions were collected, as described previously (Banker and Cowan, 1977). Briefly, the hippocampi were collected in ice-cold Hanks’ balanced salt solution (Thermo Fisher Scientific) containing 50 μg/mL penicillin and 50 μg/mL streptomycin and then incubated in Hanks’ balanced salt solution containing 0.25% trypsin (Thermo Fisher Scientific) and 0.1% DNase I (Takara, Shiga, Japan) at 37°C for 15 min. The hippocampal tissues were gently dissociated by pipetting, centrifuged, and suspended in Neurobasal medium (Thermo Fisher Scientific) supplemented with 2% B27 (Thermo Fisher Scientific) and 0.5% GultaMAX™-I (Thermo Fisher Scientific). The cells were then plated on polyethylenimine-coated 18-mm coverslips at a concentration of 10,000 cells/mL. On the seventh day, the culture medium was replaced with fresh medium. Lipofectamine™ 2000 (Thermo Fisher Scientific) was used for transfection of plasmids into HeLa and Neuro2a cells, according to the manufacturer’s instructions. The CalPhos™ Mammalian Transfection Kit (Takara) was used for transfection of plasmids into primary hippocampal neurons, according to the manufacturer’s instructions, with previously described modifications (Oe et al., 2016). For small interfering RNA (siRNA) transfection, Stealth RNAi™ siRNAs (Thermo Fisher Scientific) targeting *Cpeb1* (accession number: NM_001252525) and *Fmr1* (accession number: NM_008031) coding regions were designed. Further, siRNA transfection was performed using Lipofectamine™ RNAiMAX (Thermo Fisher Scientific), according to the manufacturer’s instructions. Neuro2a cells were observed using a ZEISS LSM 700 confocal laser scanning microscope (Carl Zeiss, Oberkochen, Germany).

### Plasmid Construction

To construct pFmr1-3′UTR plasmid, polymerase chain reaction (PCR) was used to obtain *Fmr1* 3′UTR from C57BL/6 mouse brain cDNA (Nippon SLC, Hamamatsu, Japan) and insert it into pSL-MS2-12X. In this study, pMS2-GFP and pSL-MS2-12X (kindly provided by Dr. Robert Singer) were indicated as pGFP-MS2-NLS and pMS2rm, respectively. Expression plasmids with mutated CPEs (CPE mut 1–5) were generated using whole-vector PCR with Pfu polymerase (Promega, Madison, WI, United States). To construct mCherry-tagged CPEB1, CPEB1 cDNA coding sequence fragments were obtained from C57BL/6 mouse brain cDNA and inserted into the pmCherry-N1 vector. The oligonucleotide sequences used are listed in Supplementary Table 1.

### *In situ* Hybridization

Digoxigenin (DIG)-labeled riboprobes were designed for mouse *Fmr1* mRNA coding region (accession number: NM_008031) and synthesized using DIG RNA labeling mix (Roche Diagnostics, Basel, Switzerland), according to the manufacturer’s instructions. Frozen sections (coronal sections of hippocampus and sagittal sections of cerebellum, 20 μm thick each) of ICR mice (male, postnatal 8 weeks; Shimizu Laboratory Supplies, Kyoto, Japan) were obtained in a cryostat (CM3050S; Leica, New York, United States). *In situ* hybridization experiments using sections of the hippocampus and cerebellum were performed according to procedures described previously with slight modifications (Fujiwara et al., 2007). Briefly, sections were incubated in hybridization buffer (Roche Diagnostics) containing 250 μg/mL yeast tRNA and 100 ng/mL DIG-labeled riboprobe at 55°C for 18 h. *In situ* hybridization for cultured hippocampal neurons was performed as described previously with slight modifications (Nakagawa et al., 2014). Fourteen days *in vitro* hippocampal neurons were fixed in Ca^2+^- and Mg^2+^-free saline buffered with 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (10 mM, pH 7.4) containing 4% paraformaldehyde at 37°C for 15 min and permeabilized with phosphate-buffered saline (PBS) containing 0.1% Triton™ X-100 at 25°C for 5 min. Neurons were then prehybridized in hybridization buffer (Roche Diagnostics) containing 250 μg/mL yeast tRNA at 55°C for 2 h. Hybridization was performed for 18 h at 55°C in hybridization buffer containing 100 ng/mL DIG-labeled riboprobe. Excessive riboprobes were removed by serial washing steps; 2 × SSC buffer containing 50% formamide at 55°C, 2 × 15 min each time, 2 × SSC buffer at 55°C for 15 min, 0.2 × SSC buffer at 55°C, 2 × 15 min each time. Subsequent immunostaining was performed using an anti-DIG mouse monoclonal antibody (used at a dilution of 1:500, AB_2339005; Jackson ImmunoResearch, West Grove, PA, United States), anti-CPEB1 rabbit polyclonal antibody (1:500 dilution, ab73287, Abcam, Cambridge, United Kingdom), and anti-microtubule-associated protein 2 (MAP2) chicken polyclonal antibody (1:2,000 dilution, ab5392, Abcam) at 25°C for 1 h. The coverslips were then incubated with Alexa Fluor 594-labeled donkey anti-mouse immunoglobulin (Ig) G (1:500 dilution, 715-585-151, Jackson ImmunoResearch), Alexa Fluor 488-labeled donkey anti-rabbit IgG (1:1,000 dilution; A21206; Molecular Probes, Eugene, OR, United States), and Alexa Fluor 647-labeled donkey anti-chicken IgY (1:2,000 dilution, 703-605-155, Jackson ImmunoResearch) at 4°C for 1 h. Fluorescence images were obtained using a ZEISS LSM 700 confocal laser scanning microscope (Carl Zeiss). Although experiments were adequately performed, slight non-specific signals caused by secondary antibodies were observed in sense probe images.

### Immunofluorescence Microscopy

Cells were fixed in PBS containing 4% paraformaldehyde at 37°C for 15 min and permeabilized with PBS containing 0.1% Triton™ X-100 at 25°C for 5 min. After blocking with PBS containing 3% bovine serum albumin at 25°C for 1 h, the cells were incubated with an anti-heat shock protein family A member 9 (HSPA9) rabbit polyclonal antibody (1:500 dilution, RB-10470-P0, Thermo Fisher Scientific), anti-FMRP rabbit polyclonal antibody (1:500 dilution, ab17722, Abcam), and anti-MAP2 chicken polyclonal antibody (1:2,000 dilution, ab5392, Abcam) for 24 h at 4°C. The cells were then incubated with Alexa Fluor 488-labeled donkey anti-rabbit IgG (1:1,000 dilution, A21206, Molecular Probes) and Alexa Fluor 647-labeled donkey anti-chicken IgY (1:2,000 dilution, 703-605-155, Jackson ImmunoResearch) at 25°C for 1 h. After mounting with a solution containing Hoechst 33258, the cells were observed using a ZEISS LSM 700 confocal laser scanning microscope (Carl Zeiss).

### Quantitative PCR

For Quantitative PCR (qPCR), total RNA was collected from Neuro2a cells using TRIzol™ reagent (Thermo Fisher Scientific). Further, cDNA synthesis was performed using the PrimeScript™ RT Reagent Kit with gDNA Eraser (Takara) according to the manufacturer’s instructions. Moreover, qPCR was performed using THUNDERBIRD™ SYBR^®^ qPCR Mix (TOYOBO, Osaka, Japan) and the Rotor-Gene^®^ Q real-time PCR system (Qiagen, Hilden, Germany). Hypoxanthine guanine phosphoribosyl transferase was used as an internal control. The oligonucleotide sequences used are listed in Supplementary Table 1.

### Sodium Dodecyl Sulfate-Polyacrylamide Gel Electrophoresis and Western Blot Analysis

For Sodium Dodecyl Sulfate-Polyacrylamide Gel Electrophoresis (SDS-PAGE) sample preparation, Neuro2a cells were lysed using a buffer containing 50 mM Tris HCl (pH 7.5), 0.1% SDS, and 1 mM dithiothreitol. Twenty-microgram samples were electrophoresed on 10% polyacrylamide gels and transferred to polyvinylidene fluoride membranes. The primary antibodies used in this study were rabbit polyclonal antibodies against CPEB1 (ab73287, Abcam), FMRP (ab617722, Abcam), and glyceraldehyde-3-phosphate dehydrogenase (GAPDH; sc-25778, Santa Cruz Biotechnology, Santa Cruz, CA, United States). The secondary antibody was horseradish peroxidase-conjugated donkey anti-rabbit IgG (H + L) antibody (Jackson ImmunoResearch). Primary antibodies and horseradish peroxidase-conjugated secondary antibodies were used at dilutions of 1:500 and 1:1,000, respectively, in 3% bovine serum albumin in Tris-buffered saline containing 0.1% Tween^®^ 20. The proteins were visualized using Luminata Classico Western Horseradish Peroxidase Substrate (Millipore, Burlington, MA, United States) and detected using ImageQuant™ LAS 4000 mini (GE Healthcare).

### RNA Immunoprecipitation Assay

RNA Immunoprecipitation (RNA-IP) assays were performed as previously described (Alspach and Stewart, 2015). RNA was immunoprecipitated using CPEB1 (ab73287, Abcam), FMRP (ab617722, Abcam), GAPDH (sc-25778, Santa Cruz Biotechnology), and normal rabbit IgG (#2729, Cell Signaling Technology, Danvers, MA, United States) antibodies. Further, cDNA was synthesized from the precipitated RNA using the SuperScript™ III First-Strand Synthesis System (Thermo Fisher Scientific). The *Fmr1* mRNA cDNA in each immunoprecipitation product was detected using PCR with KOD plus (TOYOBO), and the product was separated using 1% agarose gel electrophoresis. For qPCR, cDNA was synthesized from the immunoprecipitated RNAs using the PrimeScript RT Reagent Kit with gDNA Eraser (TaKaRa). Subsequent qPCR was performed using THUNDERBIRD SYBR qPCR Mix (TOYOBO) and Rotor-Gene Q Real-time PCR System (Qiagen).

### Microarray and Gene Ontology Analyses

Total RNA was extracted from Neuro2a cells transfected with each siRNA. The RNAs were sent to Riken Genesis (Tokyo, Japan) for microarray and GO analyses. Briefly, RNA quality was examined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). Microarray experiments were performed using the Affymetrix GeneChip^§^ Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA, United States). Microarray data were submitted to the Gene Expression Omnibus (GEO) and assigned GEO accession number as GSE147604.

### Statistical Analysis

Data are presented as the mean ± standard deviation of at least three independent experiments. Statistical analysis was performed using one-way analysis of variance followed by the Bonferroni–Dunn test. Significant values (*P*) are indicated in figure legends.

## Results

### Cytoplasmic Polyadenylation Element-Binding Protein 1 Co-localized With Fragile X Mental Retardation 1 mRNA in Neurons

The molecular interaction between CPEB1 and *Fmr1* mRNA has not been investigated; however, a previous study has shown that CPEB1 and *Fmr1* mRNA individually exist in cerebellar and hippocampal neurons (Ferrari et al., 2007; McEvoy et al., 2007). To determine whether CPEB1 regulates *Fmr1* mRNA dynamics, we first used *in situ* hybridization to demonstrate CPEB1 and endogenous *Fmr1* mRNA localizations in the hippocampal and cerebellum, and primary hippocampal neurons (Figures 1A,B). In the cerebellum, *Fmr1* mRNA was predominantly observed in the cell body of Purkinje cells and co-localized with CPEB1 (Figure 1A, arrows). In the hippocampus, *Fmr1* mRNA was observed in the cell body and MAP2-positive dendrites of CA3 neurons and co-localized with CPEB1 (Figure 1A, arrows). In cultured hippocampal neurons, *Fmr1* mRNA was observed in the cell body and MAP2-positive dendrites in a granular manner, and often co-localized with CPEB1 (Figure 1B, arrows). Following RNA-IP on mouse brain lysates using antibodies against CPEB1 and FMRP, reverse transcriptase PCR (RT-PCR) was performed to confirm the binding of CPEB1 and *Fmr1* mRNA. CPEB1 bound to *Fmr1* mRNA, whereas IgG and GAPDH antibodies did not (Figure 1C). Consistent with a previous study (Ferrari et al., 2007), FMRP also bound to *Fmr1* mRNA (Figure 1C). Furthermore, we performed qPCR following an RNA-IP assay to confirm the interaction between CPEB1 and *Fmr1* mRNA in mouse brain lysates (Figure 1D). We revealed that endogenous *Fmr1* mRNA pulled down by CPEB1 or FMRP antibody was significantly enriched compared with that in IgG and GAPDH antibody immunoprecipitation products. These results suggested that CPEB1 interacted with endogenous *Fmr1* mRNA in central nervous system (CNS) neurons.

**FIGURE 1:**
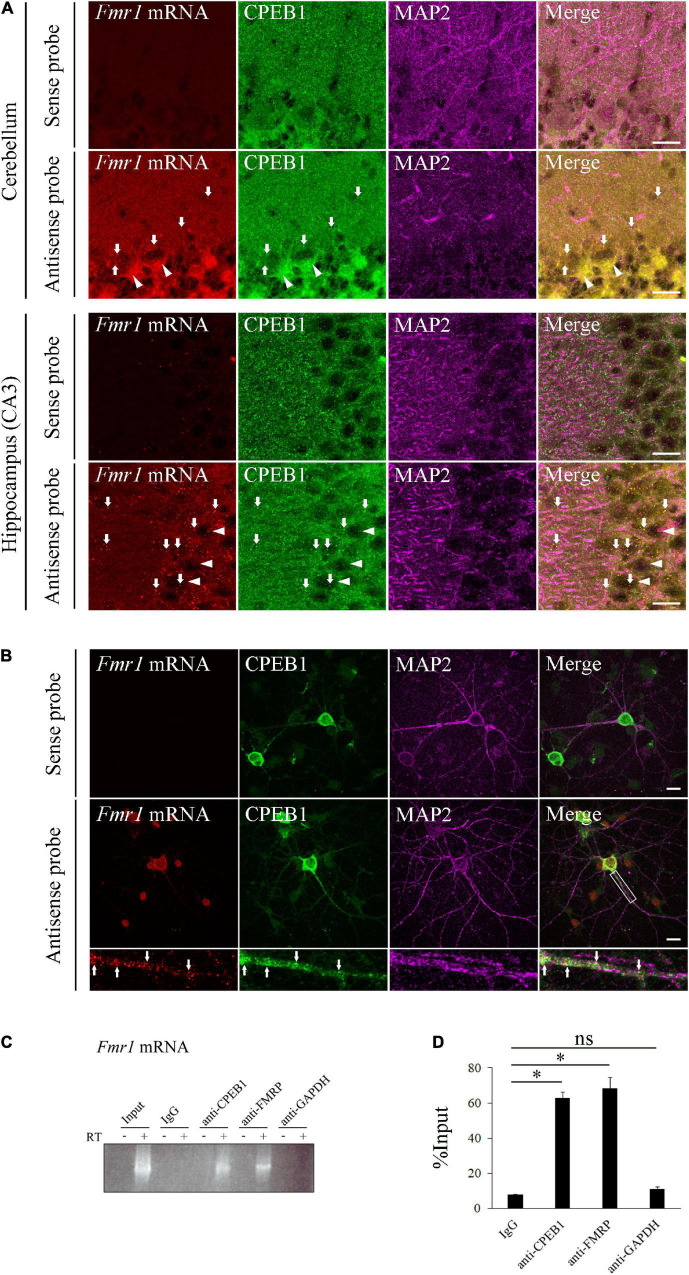
Cytoplasmic polyadenylation element-binding protein 1 (CPEB1) co-localizes and interacts with fragile X mental retardation 1 (*Fmr1*) mRNA in neurons. **(A)** CPEB1 and *Fmr1* mRNA localization in the cerebellum and hippocampus was observed using *in situ* hybridization and simultaneous immunostaining. Arrows show examples of CPEB1-*Fmr1* mRNA co-localization. Arrowheads show representative Purkinje cells in the cerebellum and pyramidal cells in the hippocampus. **(B)** CPEB1 and *Fmr1* mRNA intracellular localization in hippocampal neurons was observed using *in situ* hybridization and simultaneous immunostaining. Fluorescence signals in white boxes are shown in enlarged images. Arrows in enlarged images show examples of CPEB1-*Fmr1* mRNA co-localization. **(C)** Endogenous *Fmr1* mRNA detection using reverse transcriptase polymerase chain reaction (RT-PCR) following immunoprecipitation. *Fmr1* mRNA was analyzed performing RT-PCR on mouse brain lysates (Input) and the immunoprecipitation products obtained from the mouse brain lysates using CPEB1, fragile mental retardation protein (FMRP), and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) antibodies. **(D)** *Fmr1* mRNA levels in the immunoprecipitation products were analyzed using RNA immunoprecipitation assay with indicated antibodies and subsequent quantitative polymerase chain reaction (qPCR) (*n* = 4). Statistical analysis was performed using one-way analysis of variance followed by the Bonferroni–Dunn test. ns indicates not significant, *indicates *P* < 0.05. Scale bar; 20 μm.

### Cytoplasmic Polyadenylation Element-Binding Protein 1 Co-localized With Fragile X Mental Retardation 1 3′Untranslated Region in HeLa Cells

Next, we examined the significance of *Fmr1* 3′UTR in the interaction between CPEB1 and *Fmr1* mRNA. We constructed a pFmr1-3′UTR expression plasmid using an MS2-based mRNA visualization system (Figure 2A). The pGFP-MS2-NLS plasmid expresses a bacteriophage MS2 coat protein, which is fused with green fluorescent protein (GFP) and nuclear localization signal (NLS), recognizing tandem repeats of MS2 recognition motif (MS2rm). GFP-MS2-NLS localization in the cytoplasm represented the site of MS2rm-containing mRNA expressed by pMS2rm and pFmr1-3′UTR plasmids, whereas the remaining GFP-MS2-NLS that did not interact with MS2rm-containing mRNA was localized to the nucleus. We transfected the pMS2rm or pFmr1-3′UTR plasmid, in addition to the pGFP-MS2-NLS and pmCherry-CPEB1 plasmids, into HeLa cells, a commonly used CPEB1-expressing cell line (Serman et al., 2007). In pMS2rm-transfected cells, GFP was observed in the nucleus but not in the cytoplasm, whereas mCherry-tagged CPEB1 formed small foci and large granules in the cytoplasm (Figures 2Ba–h). In contrast, in pFmr1-3′UTR-transfected cells, GFP-positive granules were observed in the cytoplasm and co-localized with CPEB1-positive granules (Figures 2Ca–h). Previous studies have demonstrated that CPEB1 acts as a major regulator of stress granule (mRNA-ribonucleoprotein complex) formation, and modulates translational efficiency under stress conditions, including heat shock (Namkoong et al., 2018), hypoxia (Arimoto et al., 2008), and viral infection (McCormick and Khaperskyy, 2017). These results suggested that CPEB1 interacted with *Fmr1* mRNA through the 3′UTR and incorporated *Fmr1* mRNA into the mRNA-ribonucleoprotein complex in HeLa cells.

**FIGURE 2:**
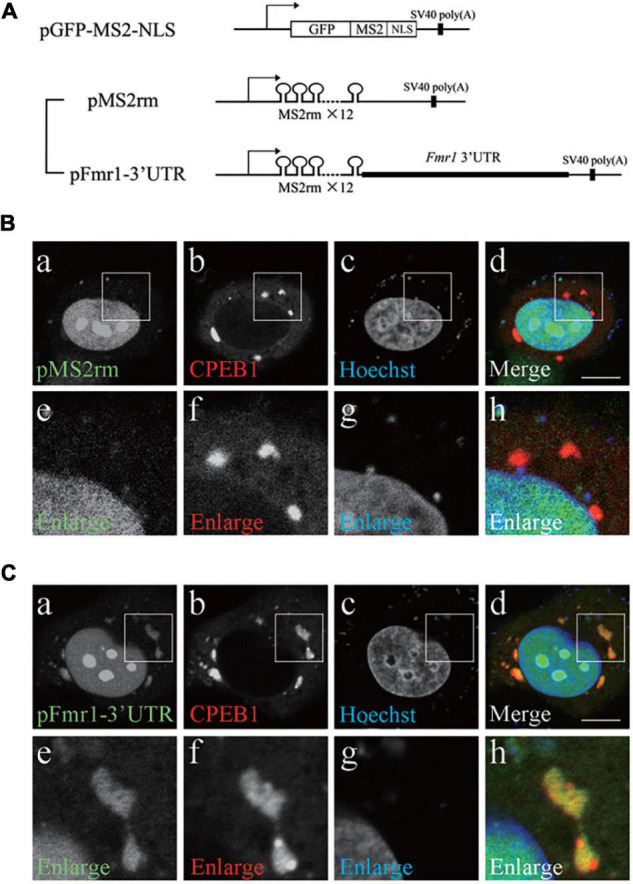
Cytoplasmic polyadenylation element-binding protein 1 (CPEB1) and fragile X mental retardation 1 (*Fmr1)* 3′ untranslated region (UTR) co-localization in HeLa cells. **(A)** Schematic representation of the MS2-based mRNA visualization procedure. Plasmid pGFP-MS2-NLS expressed a bacteriophage MS2 coat protein fused with green fluorescent protein (GFP) and nuclear localization signal (NLS). Plasmid pMS2rm expressed mRNA containing twelve tandem repeats of MS2 recognition motif (MS2rm). Plasmid pFmr1-3′UTR expressed mRNA containing *Fmr1* 3′UTR downstream of MS2rm. **(B)** HeLa cells were transfected with pGFP-MS2-NLS, pmCherry-CPEB1, and pMS2rm **(a–d)**. Boxed insets are enlarged **(e–h)**. **(C)** HeLa cells were transfected with pGFP-MS2-NLS, pmCherry-CPEB1, and pFmr1-3′UTR **(a–d)**. Boxed insets are enlarged **(e–h)**. Scale bar; 20 μm.

### Cytoplasmic Polyadenylation Element Mutation in Fragile X Mental Retardation 1 3′Untranslated Region Reduced the Efficiency of Localization to Cytoplasmic Polyadenylation Element-Binding Protein 1-Positive Granules

Nucleotide sequence search revealed that *Fmr1* 3′UTR contained four CPEs that could be recognized by CPEB1 (Figure 3A). To clarify whether CPEB1 interacted with *Fmr1* 3′UTR in a CPE-dependent manner, we constructed expression plasmids with mutated CPEs (Figure 3A). GFP and mCherry-tagged CPEB1 intracellular localizations were observed in HeLa cells transfected with the indicated plasmids (Figures 3Ba–x). Intense GFP signals on CPEB1-positive granules were observed in pFmr1-3′UTR-transfected cells (indicated as WT in Figure 3A), whereas weak GFP signals were observed in CPE-mut5-transfected cells. To quantify the efficiency of GFP localization in CPEB1-positive granules, relative intensity was calculated by comparing the GFP fluorescence intensity of CPEB1-positive granules with diffuse GFP intensity in the cytoplasm (Figure 3C). In CPE- mut1-, CPE- mut2-, and CPE-mut3-transfected cells, the localization efficiency was approximately equal to that in pFmr1-3′UTR-transfected cells (indicated as WT in Figure 3A); however, a significant reduction in the efficiency of localization was observed in CPE-mut4- and CPE-mut5-transfected cells (Figure 3C). Next, we attempted to confirm the effects of CPE mutations in primary hippocampal neurons. GFP co-localized with CPEB1-positive granules in pFMR1-3′UTR-transfected neuronal dendrites, whereas GFP was diffused and did not co-localize with CPEB1-positive granules in CPE-mut4- and CPE-mut5-transfected neuronal dendrites (Figure 3D). These findings suggest that CPEB1 interacts with *Fmr1* mRNA in a CPE-dependent manner for its localization to the mRNA-ribonucleoprotein complex.

**FIGURE 3:**
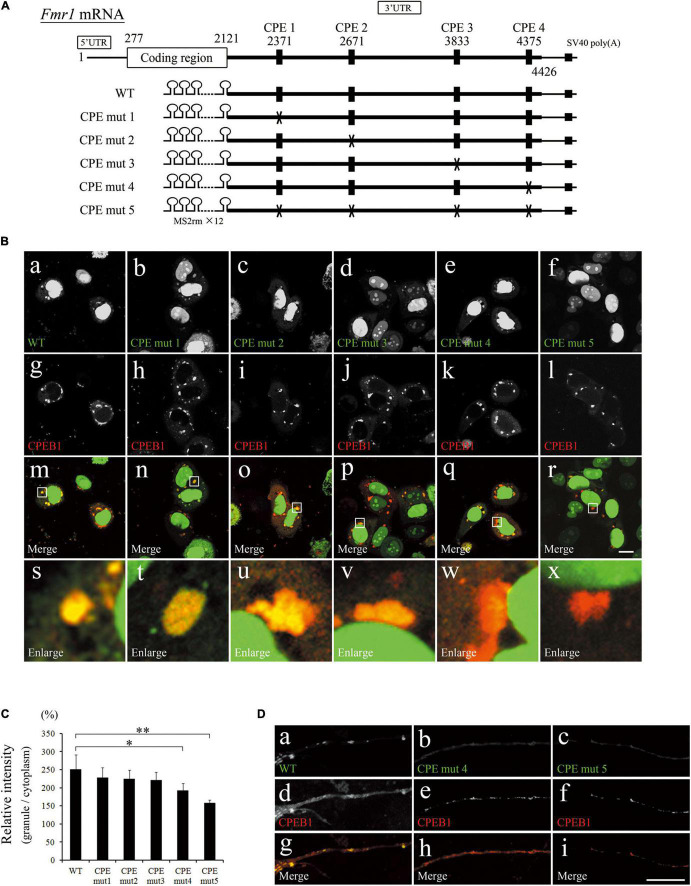
Cytoplasmic polyadenylation element (CPE) mutations repressed localization of fragile X mental retardation 1 (*Fmr1*) 3′ untranslated region (UTR) to cytoplasmic polyadenylation element-binding protein 1 (CPEB1)-positive granules. **(A)** Schematic representation of *Fmr1* mRNA and *Fmr1* 3′UTR-expressing plasmids. **(B)** *Fmr1* 3′UTR **(a–f)** and mCherry-tagged CPEB1 **(g–l)** subcellular localizations in HeLa cells transfected with the indicated plasmids. Enlarged versions **(s–x)** of the white boxes are shown in the merged images **(m–r)**. **(C)** Quantification of localization ratio of *Fmr1* 3′UTR to CPEB1-positive granules. Green fluorescent protein (GFP) fluorescence intensity in CPEB1-positive granules was measured and compared with that of cytoplasmic GFP. At least 96 CPEB1-positive granules were measured for each expression plasmid. **(D)** *Fmr1* 3′UTR **(a–c)** and mCherry-tagged CPEB1 **(d–f)** intracellular localization in hippocampal neurons transfected with the indicated plasmids (**g–i**, merged images). Scale bar: 15 μm. Statistical analysis was performed using one-way ANOVA followed by the Bonferroni–Dunn test. *indicates *P* < 0.05, ^**^indicates *P* < 0.01.

### Cytoplasmic Polyadenylation Element-Binding Protein 1 Knockdown Upregulated Fragile X Mental Retardation 1 mRNA and Protein Levels and Altered Fragile Mental Retardation Protein Intracellular Localization

Considering the CPE-dependent interaction between CPEB1 and *Fmr1* mRNA, we hypothesized that CPEB1 post-transcriptionally regulates *Fmr1* mRNA translation. Therefore, we performed siRNA-mediated knockdown experiments using Neuro2a cells, a commonly used FMRP and CPEB1-expressing neuronal cell line (Zhou et al., 2017; Oe et al., 2020). Transfection of specific siRNAs targeting *Fmr1* mRNA (siFMR1) or *Cpeb1* mRNA (siCPEB1) robustly and specifically reduced target gene mRNA and protein levels in Neuro2a cells compared with those in control siRNA (siControl)-transfected cells (Figures 4A,B). Notably, *Fmr1* mRNA and protein expression levels were obviously upregulated in siCPEB1-transfected cells compared with those in siControl-treated cells. In contrast, *Cpeb1* mRNA and protein levels were not affected in siFMR1-transfected cells. We next examined whether CPEB1 knockdown affected FMRP dynamics in primary hippocampal neurons (Figure 4C). In siControl-treated neurons, FMRP was observed in the cell body and proximal region of MAP2-positive dendrites. In contrast, FMRP was found in the cell body and further expanded to the distal region of siCPEB1-treated neuronal dendrites (Figure 4C). These findings suggested that CPEB1 post-transcriptionally repressed *Fmr1* mRNA and protein levels in Neuro2a cells. Furthermore, CPEB1-dependent FMRP expression regulation might be required for the accurate FMRP localization in neurons.

**FIGURE 4:**
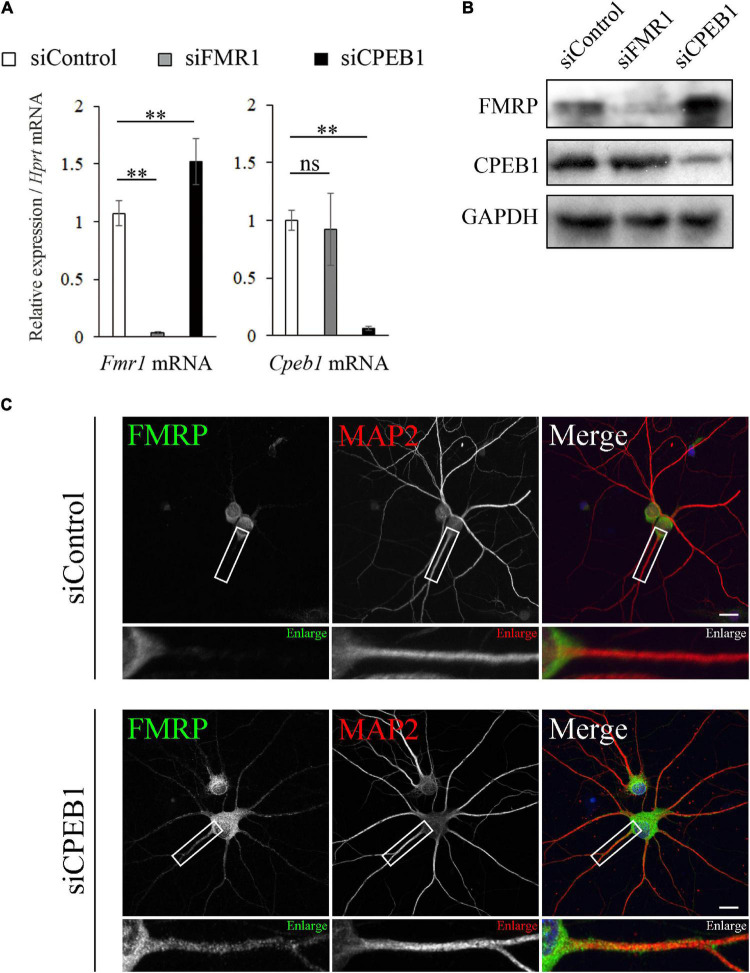
Cytoplasmic polyadenylation element-binding protein 1 (CPEB1) knockdown upregulates fragile X mental retardation 1 (*Fmr1*) mRNA and protein levels and alters fragile mental retardation protein (FMRP) intracellular localization in hippocampal neurons. **(A)** Relative *Cpeb1* and *Fmr1* mRNA levels in siControl-, siFMR1-, and siCPEB1-treated Neuro2a cells were analyzed using qPCR (*n* = 4). **(B)** FMRP, CPEB1, and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) protein levels in siControl-, siFMR1-, and siCPEB1-treated Neuro2a cells were detected using western blot. **(C)** FMRP intracellular localization in siControl- and siFMR1-treated hippocampal neurons were observed using immunostaining. Boxed insets are enlarged. Statistical analysis was performed using one-way analysis of variance, followed by the Bonferroni–Dunn test. ns indicates not significant, ^**^indicates *P* < 0.01. Scale bar; 20 μm.

### Cytoplasmic Polyadenylation Element-Binding Protein 1 Knockdown Altered Expression Levels of Numerous Genes in Fragile X Mental Retardation 1 Knockdown Neuro2a Cells

A previous study has demonstrated that genetic depletion of CPEB1 ameliorates behavioral abnormalities in *Fmr1* knockout mice, an experimental FXS model (Udagawa et al., 2013). However, it is impossible to investigate the interaction between CPEB1 and *Fmr1* mRNA in *Cpeb1*/*Fmr1* double-knockout mice. 

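Gene expression was compared between 1 array of siCPEB1-transfected Neuro2a cells and 1 array of siControl-transfected Neuro2a cells. Neuro2a is a mouse neuroblastoma line that expresses many genes of sympathetic neurons, and the arrays were Affymetrix arrays of mouse transcripts, which measure each gene with 1 or more probe sets. The sample labels give 24 h of siRNA treatment and 100 ng of total RNA per array, whereas the paper's text names no time for the array experiment. The arrays of siFMR1- and siFMR1/siCPEB1-transfected cells were not analysed here. The authors computed a signal for each probe set with the MAS5 method in Affymetrix Expression Console, and the deposited values are these signals on a linear intensity scale. The median signal over 45101 probe sets was 21.0 in siControl and 21.6 in siCPEB1, and the 75th percentile was 154 and 159.
From these signals, the log2 ratio of siCPEB1 over siControl was taken for each probe set and shifted by -0.04, the constant that separates the log2 fold changes of Table S2 from the ratio of its signal columns. The 205 increases of Table S2 that were at hand, of a table whose copy marks 394 more as left out, have the same signals as the deposited values to within 0.01%. Because the deposited values carry no detection flags, a probe set was counted only if its signal reached the median of its array in at least 1 array and the 25th percentile in the other, which 23655 of 45037 probe sets did. Neither condition has a replicate, so no p-value can be given and each ratio describes these 2 arrays. The technical spread was measured within the arrays. The 18 hybridization control probe sets, added in equal amounts, had a mean log2 ratio of -0.17 with an SD of 0.075, the 24 poly-A control probe sets had one of -0.22 with an SD of 0.185, and probe sets of the same gene differed with a pooled SD of 0.37. The spread between cultures is in none of these values. The 3-prime over 5-prime signal ratio of Gapdh, a sign of RNA integrity, was 0.798 in siControl and 0.782 in siCPEB1, and that of Actb was 1.27 and 1.35.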

We therefore performed microarray analysis using CPEB1 and/or FMR1 knockdown cells to provide a comprehensive evaluation of gene expression alteration in FXS cell model (Supplementary Tables 2–7). Compared to siControl-transfected cells, siCPEB1-transfected cells expressed 650 genes that showed more than twofold upregulation and 808 genes that were downregulated to less than half. Furthermore, compared to siControl-transfected cells, there were 250 upregulated genes and 158 downregulated genes in siFMR1-transfected cells, a widely used FXS cell model (Korb et al., 2017). Moreover, compared to siFMR1-transfected cells, there were 464 genes that showed more than twofold upregulation and 612 genes that were downregulated to less than half in siFMR1/siCPEB1-transfected cells. 

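The targeted gene, Cpeb1, had a signal of 302 in siControl and 38.5 in siCPEB1, which is 8.08-fold lower at its 1 probe set (log2 ratio -3.01). Cpeb1 lies on chromosome 7 of GRCm38 from 81347026 to 81458001. Fmr1, on chromosome X from 68678536 to 68717963, had a log2 ratio of 0.17 at its brightest probe set (476 in siControl and 550 in siCPEB1) and of 0.29 and -0.14 at the other two, all within the spread between probe sets of the same gene. Across the array, 971 probe sets were higher and 1074 were lower by more than 2-fold in siCPEB1. A simulation with the same filter, added after these counts were seen, called 570 unaltered probe sets higher and 158 lower. Its noise had the spread between probe sets of the same gene at each level of signal. With the pooled spread at every signal it called 91 and 92. Only the siCPEB1 array was simulated, so 570 against 158 does not show that increases hold more noise than decreases. On the measured arrays, counted as genes with 1 probe set each, 525 of 11554 were higher and 450 were lower.
Among genes whose probe sets passing the filter were all past 2-fold, the largest ratios included that of Rgs4, a regulator of G protein signaling, which was 14.2-fold higher at the probe set that Table S2 lists and went from 18.3 to 589 and from 30.9 to 352 at the other two, which are not among the increases of Table S2 at hand. Flrt3, a transmembrane adhesion protein with leucine-rich repeats, went from a signal of 10.3 to 288, which is at least 13.3-fold higher with the siControl signal set at the array median, a bound added after the ratios were seen and used for the other genes here whose signal below the array median Table S2 does not show as present. Its other probe set was at least 7.53-fold higher. Etfbkmt, a mitochondrial lysine methyltransferase, was 11.6-fold higher at 1 probe set and at least 2.73-fold higher at the other, and Mgst1, a membrane-bound glutathione transferase, was at least 4.08-fold higher. Afp, the fetal plasma protein alpha-fetoprotein, was 10.5-fold higher at 1 probe set and at least 4.07-fold higher at another, F13a1, a subunit of coagulation factor XIII, was 9.65-fold higher, and Npy, the neuropeptide Y of sympathetic neurons, was 7.40-fold higher. The siControl signals of Jakmip3, Ttr, which encodes the thyroid hormone carrier transthyretin, and Clec10a, a C-type lectin, were 5.44, 6.68 and 12.5, and these genes were at least 2.40-, 2.57- and 4.40-fold higher. The largest decrease was that of Car6, a secreted carbonic anhydrase, from 1209 to 46.4, which is 26.8-fold lower. Avil, which encodes the actin-binding protein advillin, was 13.1-fold lower. Ero1a, an oxidase of disulfide bond formation in the endoplasmic reticulum, was 3.95- to 6.88-fold lower at its 3 probe sets. Acot2, a mitochondrial acyl-CoA thioesterase, was 6.62- and 5.88-fold lower at its 2 probe sets, and Acox2, a peroxisomal acyl-CoA oxidase, went from 41.9 to 5.97, which the bound does not place past 2-fold. Nxf7 had a log2 ratio of -2.63, Taf7l and Rhbdf2 were at least 5.36- and 3.15-fold lower, and Acta1 went from 37.9 to 6.65, also not past 2-fold by the bound.

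**Figure D1:**
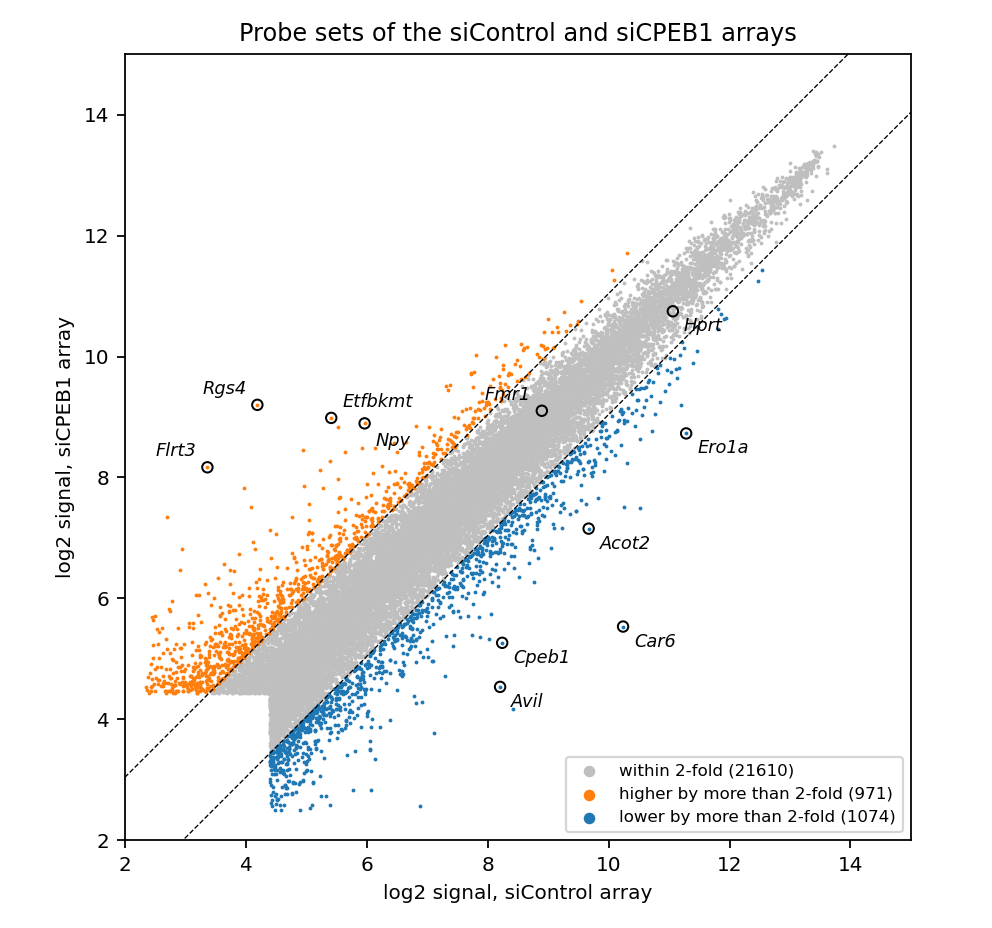
Signal of each of the 23655 probe sets that passed the signal filter, as log2 in siControl (x axis) and in siCPEB1 (y axis), with dashed lines at 2-fold and circles around the probe sets of named genes. Cpeb1, Car6 and Avil lie far below the lower line, Rgs4 and Flrt3 far above the upper line, and Fmr1 and Hprt between the lines; the straight edges near the lower left come from the signal filter.

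Of the higher probe sets, 484 had a siControl signal below the array median, and of the lower ones, 403 had a siCPEB1 signal below it, where a ratio is least precise. When the median had to be reached in both arrays, 487 probe sets were higher and 671 were lower. From the microarray and GO analyses, the paper concludes that CPEB1 knockdown alters the mRNA levels of many genes, in control cells as in FMR1 knockdown cells.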

Notably, our data showed overlapping genes between siCPEB1/siControl- and siFMR1/siControl-transfected cells: 87 upregulated and 38 downregulated genes. Accordingly, 30.6% (125/408) of genes, expression levels of which were affected by FMR1 knockdown, also showed altered expression due to CPEB1 knockdown. These results are supported by bioinformatic data showing that approximately one-third of FMRP-targeted mRNAs are potential targets for CPEB1 (Udagawa et al., 2013). Furthermore, we performed GO analysis using microarray results (Supplementary Table 8). 

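For siCPEB1 against siControl, Table S8 lists MHC class Ib antigen presentation, cell adhesion, synapse and vesicle among the terms of higher genes, and the interleukin-11 receptor and ferritin complex among those of lower genes. Lists of genes for these terms, written with Table S8 in view and therefore not independent of it, were measured in the same arrays. Of 17 genes of MHC class I and antigen presentation, 2 were higher by more than 2-fold and none was lower, the lipid-presenting Cd1d1 by 2.54-fold and the immunoproteasome subunit Psmb10 by 2.16-fold. Of 61 cadherins and protocadherins on the array 12 passed the filter, and all 12 had a log2 ratio above 0 (median 0.50, against 0.14 with no filter and 0.36 for the 6 at the median in both arrays). The ratio of 1, Cdh3, was past 2-fold, but its signals of 5.15 and 22.5 do not place it there with the siControl signal at the array median. Of 35 synaptic genes, 10 were higher and 2 were lower. The adhesion molecule Cntnap2 had a log2 ratio of 2.82 and Nrxn3 was at least 3.75-fold higher, the nicotinic receptor subunit Chrna3 was 4.31-fold higher, and the vesicle protein Syt4 was 3.11-fold lower. Of 13 genes of iron storage and transport, 2 had a log2 ratio above 0, and no gene of the ferritin light chain was among the 13. Fth1, the heavy chain of ferritin, went from 9941 to 6147 (log2 ratio -0.73, and -0.54 at its other probe set), the ferrireductase Steap3 went from 38.1 to 11.1 (not past 2-fold with the siCPEB1 signal at the array median), and the iron exporter Slc40a1 was 2.82-fold higher, with a log2 ratio near 0 at its other probe set (0.0025). Of the 4 genes of the interleukin-11 receptor list, 2 were on the array, Il6st and Il11, so this term was covered only in part. Il6st, the shared signaling subunit, had log2 ratios from -1.99 to -0.41 at its 4 probe sets. The lowest came from a siCPEB1 signal below the array median. Il11 had a log2 ratio of 0.72. The medians of the MHC, cadherin, synaptic and iron lists lay at percentiles 84.5, 96.2, 86.1 and 6.91 of 10000 random lists of genes of like signal, all within the central 95%.
Of 33 genes of the type I interferon and double-stranded RNA response, 7 were higher and 2 were lower, and the list median of 0.41 was at percentile 99.98. Gbp2, an interferon-induced GTPase, had signals of 5.54 and 37.7, not past 2-fold with the siControl signal at the array median, Tlr3, a receptor for double-stranded RNA, was 3.55-fold higher, Trim30a was 3.03-fold higher, and Oasl1 was 2.62-fold lower. Of 25 genes of the unfolded protein and integrated stress response, 6 were lower and none was higher, and the median of -0.41 lay below all 10000 random lists. The transcription factors Cebpb and Ddit3 were 2.87- and 2.56-fold lower, and the stress-induced Ddit4 and Trib3 were 2.61- and 2.57-fold lower. Of 18 glycolysis genes, 15 had a log2 ratio below 0 (median -0.39, percentile 0.03), and 1, the neuronal enolase Eno2, was 3.22-fold lower. Of 42 cytosolic ribosome genes, 1 was past 2-fold, Rps27, which was 2.59-fold higher, whereas the list median was -0.23 (percentile 0.26), close to the mean of the poly-A controls.
Of 15 genes of catecholamine synthesis and neurosecretion, Pam, which amidates neuropeptides, was 3.56-fold higher, Ddc, which makes dopamine, was 2.32-fold higher, and Slc18a2, the vesicular monoamine transporter, was 2.22-fold lower (list median 0.39, percentile 99.9). Of 35 genes of neuronal differentiation, 6 were higher and 4 were lower (median 0.13, percentile 98.2). Rbfox3, a splicing factor of mature neurons, was at least 3.47-fold higher at 1 probe set and had a log2 ratio of -0.10 at the other, Isl1, a transcription factor of sympathetic neurons, was 4.49-fold higher, and Myt1 was 5.85-fold lower. Of 40 genes of the cell cycle and DNA replication, 1 was past 2-fold, Rrm2, which was 2.62-fold lower, while the list median was 0.13 (percentile 99.2). Among 9 fibroblast markers Col1a2 was 7.11-fold higher and Acta2 and Pdgfrb were 3.89- and 3.72-fold lower, although Acta2 had a log2 ratio of 0.38 with the mean of all its probe sets. Of 12 haematopoietic markers on the array 4 passed the filter, which a rise itself can bring about, and all 4 had a log2 ratio above 0 (median 0.80); with no filter 9 of 12 did (median 0.62). F13a1 was past 2-fold, and Tyrobp, with signals of 9.62 and 22.8, was so by its ratio alone.

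**Figure D2:**
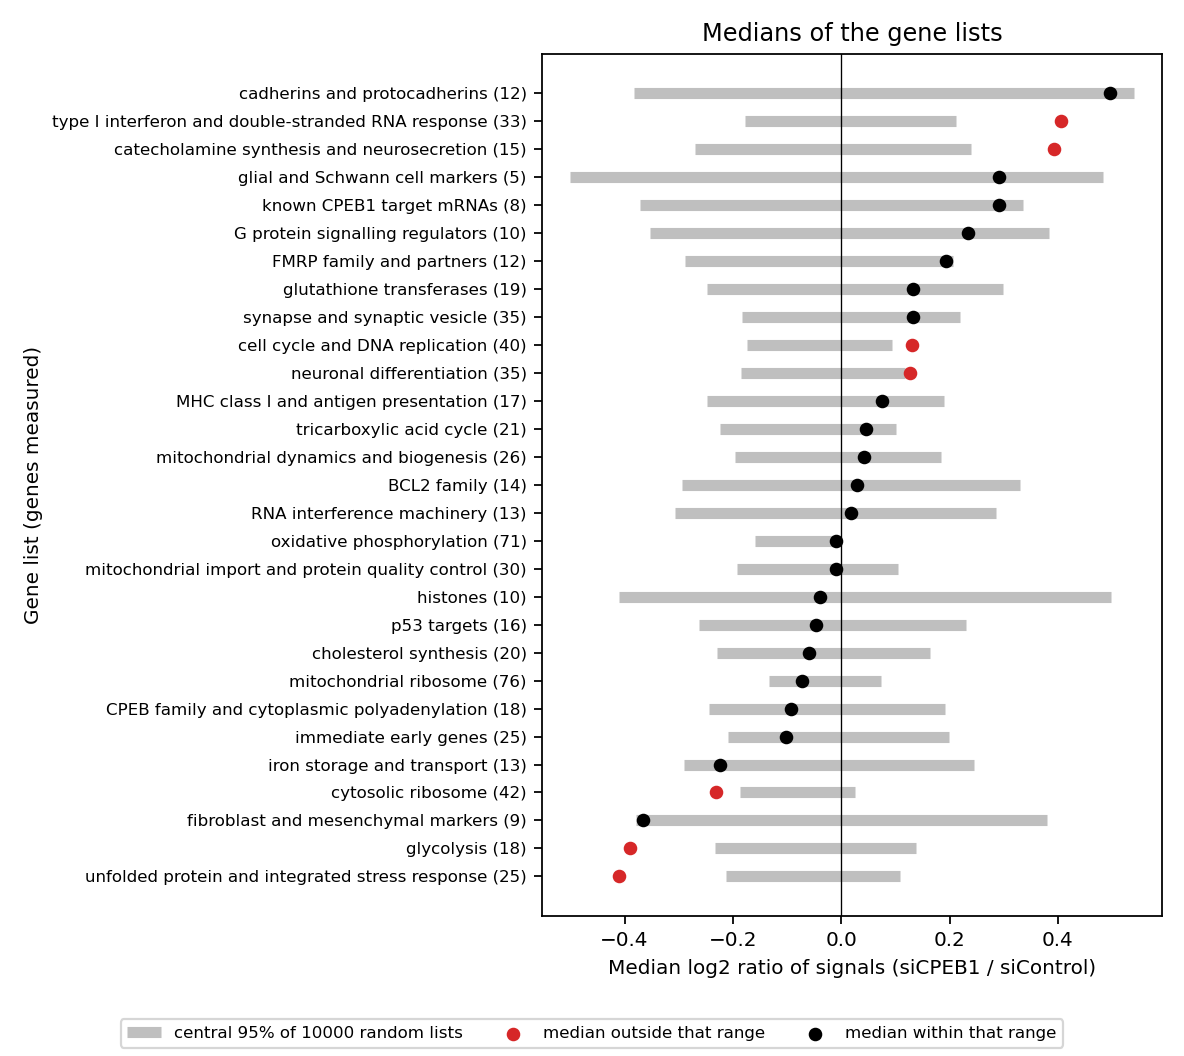
Median log2 ratio of siCPEB1 over siControl for each gene list (points, with the number of genes measured in parentheses) and the central 95% of 10000 random lists of the same size and like signal (grey bars). The medians of the unfolded protein, glycolysis and cytosolic ribosome lists lie below their bars (the last not after quantile normalization), those of the interferon, catecholamine, cell cycle and neuronal differentiation lists above theirs.

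Tlr3, Trim30a and Isl1 were among the genes seen in Table S2 when their lists were written. The top of its increases had been seen, so these and other lists may hold more such genes. Neuronal differentiation and glutathione transferases are examples, and higher genes in such lists are not independent of Table S2. When the median had to be reached in both arrays, the catecholamine list kept 13 genes, and its median fell to 0.02 (percentile 72.6). The cytosolic ribosome list came to percentile 5.51 after quantile normalization (median -0.05, and -0.09 after loess). With the mean of all passing probe sets per gene the cell cycle list was at 94.7 and the neuronal differentiation list at 97.2, both within the central 95%.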

We found that a subset of genes annotated with mitochondria-related GO terms was upregulated in siFMR1/siCPEB1-transfected cells compared with that in siFMR1-transfected cells. These findings suggested that CPEB1 knockdown altered the expression levels of numerous genes, including mitochondria-related genes, in FMR1 knockdown cells.

### Cytoplasmic Polyadenylation Element-Binding Protein 1 Knockdown Upregulated mRNA Levels of Mitochondria-Related Genes and Restored Intracellular HSPA9 Localization

Based on the GO analysis results, we performed qPCR analysis using total RNA from siControl-, siCPEB1-, siFMR1-, and siFMR1/siCPEB1-transfected Neuro2a cells. We examined the substantial mRNA levels of genes that were annotated with mitochondria-related terms in siFMR1/siCPEB1-transfected cells, compared with those in siFMR1-transfected cells. These genes included estrogen-related receptor alpha (*Esrra*), 4-aminobutyrate aminotransferase (*Abat*), transmembrane O-mannosyltransferase-targeting cadherin 1 (*Tmtc1*), pyruvate carboxylase (*Pc*), microsomal glutathione S-transferase 1 (*Mgst1*), caprin family member 2 (*Caprin2*), leucine zipper and EF-hand-containing transmembrane protein 2 (*Letm2*), galactosylceramidase (*Galc*), phospholipase A2 group VI (*Pla2g6*), microtubule associated scaffold protein 1 (*Mtus1*), FA complementation group G (*Fancg*), and mitochondrial fission regulator 2 (*Mtfr2*) (Figure 5A). The mRNA expression levels of these genes were not altered in siFMR1-transfected cells compared with those in siControl-transfected cells. However, the mRNA levels were significantly upregulated in siCPEB1- and siFMR1/siCPEB1-transfected cells compared with those in siControl-transfected cells (Figure 5A). Moreover, we performed immunofluorescence microscopy to identify the intracellular localization of HSPA9, a mitochondrial chaperone protein that plays important roles in mitochondrial protein quality control, mitochondrial morphology, and apoptosis inhibition (Geissler et al., 2001; Yang et al., 2008; Burbulla et al., 2010). We observed that HSPA9 formed numerous dot-like structures in siControl-transfected cells (Figure 5B). HSPA9 intracellular localization was not altered in siCPEB1-transfected cells compared to that in siControl-transfected cells. Interestingly, in addition to dot-like structures, siFMR1-transfected cells showed a diffused HSPA9 distribution compared with that siControl-transfected cells. Notably, the aberrant HSPA9 localization in siFMR1-transfected cells was restored in siFMR1/siCPEB1-treated cells (Figure 5B). These results suggested that CPEB1 was involved in mitochondrial functions through modulation of the mRNA expression levels of mitochondria-related genes and HSPA9 localization in FMR1 knockdown cells.

**FIGURE 5:**
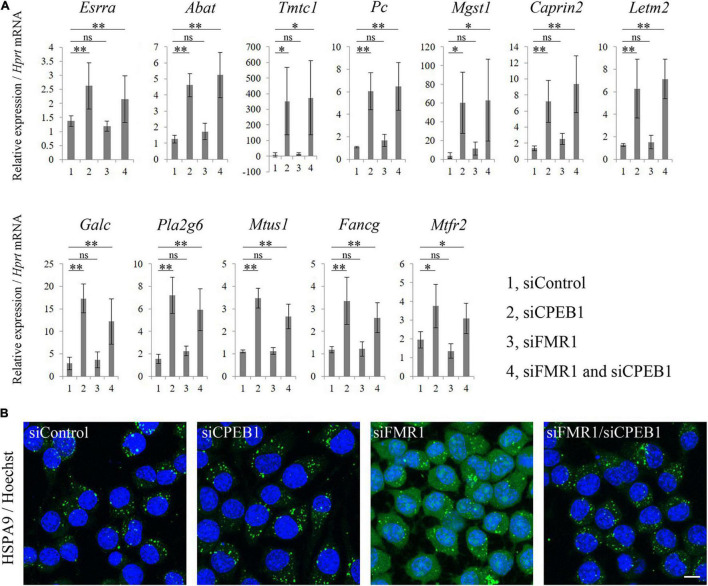
Cytoplasmic polyadenylation element-binding protein 1 (CPEB1) knockdown upregulates mitochondria-related mRNA levels and rescues aberrant heat shock protein family A member 9 (HSPA9) localization in fragile X mental retardation 1 (FMR1) knockdown cells. **(A)** Quantitative polymerase chain reaction (qPCR) analysis of mitochondria-related mRNAs identified using microarray analysis (*n* = 4). **(B)** Immunofluorescence images of HSPA9 in Neuro2a cells treated with the indicated siRNAs. Anti-HSPA9 antibody showed aberrant localization, that is a more diffused distribution, in FMR1 knockdown cells compared with that in control cells, and CPEB1 knockdown ameliorated HSPA9 localization in FMR1/CPEB1 knockdown cells. Scale bar: 15 μm. Statistical analysis was performed using one-way analysis of variance, followed by Bonferroni–Dunn test. ns indicates not significant, *indicates *P* < 0.05, ^**^indicates *P* < 0.01.

## Discussion

In this study, we reported two major findings regarding the roles of CPEB1 under physiological conditions and in the FXS cell model: (i) CPEB1 controlled *Fmr1* mRNA intracellular localization and post-transcriptionally regulated *Fmr1* expression, and (ii) CPEB1 was involved in mitochondrial functions through modulation of the mRNA expression levels of mitochondria-related genes and HSPA9 localization in FMR1 knockdown Neuro2a cells.

First, we demonstrated that CPEB1 controlled *Fmr1* mRNA intracellular localization and post-transcriptionally regulated *Fmr1* expression. CPEB1 co-localized and interacted with *Fmr1* 3′UTR in the cytoplasmic granular compartment (Figures 1–3). In addition, CPEB1 was considered to repress *Fmr1* mRNA and protein levels (Figures 4A,B). Following immunoprecipitation, we used an MS2-based RNA visualization system and RT-PCR and revealed that CPEB1 interacted with *Fmr1* mRNA by recognizing CPEs in the 3′UTR and recruited *Fmr1* mRNA into mRNA-ribonucleoprotein complexes. In general, CPEB1 recognizes CPEs in the 3′UTR and represses polyadenylation and CPE-containing mRNA translation. CPEB1 phosphorylation inhibits repression of polyadenylation and subsequent translation (Mendez and Richter, 2001). CPEB1-dependent translational regulation occurs in granular mRNA-ribonucleoprotein complexes, known as stress or RNA granules. Under various environmental stresses, including heat shock, ultraviolet radiation, hypoxia, and virus infection, stress granules emerge, repress overall translational activity, reduce cellular energy consumption, and contribute to increased cell survival (Panas et al., 2016). In neuronal dendrites, RNA granules act as transport machineries that bi-directionally move along cytoskeletal structures such as microtubules in a translational-dormant state and resume translation in response to synaptic stimulation in the post-synaptic region. Indeed, previous studies have shown that *Fmr1* mRNA and CPEB1 each localize to RNA granules and are transported to the postsynaptic region in dendrites (Ferrari et al., 2007; Ohashi and Shiina, 2020). Considering that synaptic activity-induced CPEB1 phosphorylation de-represses and resumes CPE-containing mRNA translation in RNA granules (Baj et al., 2016), our data suggested that CPEB1 interacted with *Fmr1* mRNA through the 3′UTR of the granular mRNA-ribonucleoprotein complex, such as stress and RNA granules, and regulated *Fmr1* mRNA transport and translation in neuronal dendrites.

Second, we demonstrated that CPEB1 was involved in mitochondrial functions through modulation of the mRNA expression levels of mitochondria-related genes and HSPA9 localization. Using microarray and GO analyses, we revealed that CPEB1 knockdown alters the mRNA expression levels of numerous genes in the control and FMR1 knockdown cells widely used as an FXS cell model (Korb et al., 2017). In particular, CPEB1 knockdown increased the mRNA levels of genes annotated with mitochondria-related GO terms (Figure 5A). Some of these mitochondria-related genes play important roles in mitochondrial functions: (i) mitochondrial metabolic functions, including nucleoside metabolism, calcium homeostasis, and antioxidant activity, are regulated by *Abat* (Besse et al., 2015), *Tmtc1* (Sunryd et al., 2014), *Pc* (Cappel et al., 2019), *Mgst1* (Johansson et al., 2010), and *Fancg* (Mukhopadhyay et al., 2006) protein products; and (ii) mitochondrial morphology is controlled by *Esrra* (Singh et al., 2018), *Letm2* (Tamai et al., 2008), *Mtus1* (Wang et al., 2018), and *Mtfr2* (Lu et al., 2019) protein products. 

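In siCPEB1 against siControl, 7 of the 12 mitochondria-related genes of Figure 5A were higher by more than 2-fold on the array, and all 12 had a log2 ratio above 0 at the probe set that represents the gene. The calcium regulator Tmtc1 was 4.96- and 6.19-fold higher at its 2 probe sets. Pcx, the pyruvate carboxylase that the paper calls Pc, had a log2 ratio of 1.54, and 4 control probe sets for the same gene were 1.56- to 2.63-fold higher. The phospholipase gene Pla2g6 was 2.68-, at least 3.32- and 2.08-fold higher at its 3 probe sets, and Letm2 was 2.58- and 2.89-fold higher. Mgst1, whose siControl signal of 7.49 lay at percentile 31.2 of the array, reached 88.2 in siCPEB1, while its other probe set had signals of 5.08 and 4.47.
Abat, which breaks down the transmitter GABA, was 2.46-fold higher, but its other probe set, too dim to pass the filter, had a log2 ratio of -2.08. Mtus1 was 2.29-, 1.59- and 2.26-fold higher. Within 2-fold were Caprin2 (1.94), Mtfr2 (1.83), Fancg (1.83 and 1.44), the nuclear receptor Esrra (1.63, with a log2 ratio of -0.15 at its other probe set) and Galc (1.61 and 1.46). The median log2 ratio of the 12 genes was 1.25, above all 10000 random lists of like signal. The paper reports these genes as higher in siCPEB1 by qPCR, so this rank describes genes already reported to rise. The paper took these genes from GO terms of siFMR1/siCPEB1- against siFMR1-transfected cells, whose arrays were not analysed here, so how far the choice was independent of the siCPEB1 and siControl arrays is not known.

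**Figure D3:**
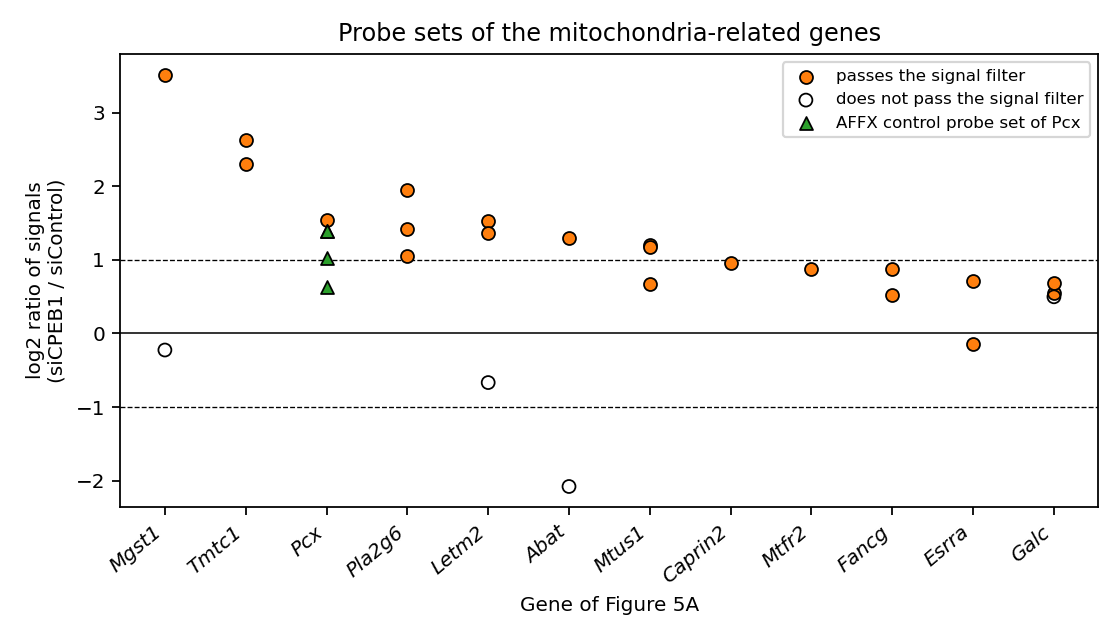
Log2 ratio of siCPEB1 over siControl for each probe set of the 12 mitochondria-related genes of Figure 5A, with dashed lines at 2-fold, open circles for probe sets too dim to pass the signal filter and triangles for control probe sets of Pcx. Both probe sets of Tmtc1 lie above 2-fold, and open circles of Abat, Letm2 and Mgst1 lie below 0.

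Other gene lists of mitochondrial functions had medians near 0. Of 71 genes of oxidative phosphorylation, none was past 2-fold, and the median was -0.01 (percentile 96.8), or 0.12 and above the central 95% (percentile 99.2) after quantile normalization. The bright subunit genes Uqcrb and Atp5b both had a log2 ratio of -0.08. Of 76 mitochondrial ribosome genes, none was higher and 3 were lower, Mrpl13 by 3.12-fold, Mrpl40 by 2.57-fold and Mrps24 by 2.55-fold (median -0.07, percentile 19.1). Pcx was alone past 2-fold among 21 genes of the tricarboxylic acid cycle (median 0.05, percentile 90.7). None of 26 genes of mitochondrial dynamics and biogenesis was past 2-fold at the probe set chosen (median 0.04, percentile 68.3), among them the fission GTPase Dnm1l with a log2 ratio of 0.15, while 1 of 4 probe sets of the transcription factor Nrf1 had one of -1.47 from a siCPEB1 signal below the array median. This list shares Mtfr2 and Esrra with Figure 5A. Of 30 genes of import and protein quality control, 1 was lower, the protease Lonp1 by 2.12-fold (median -0.01, percentile 66.9). Hspa9, the chaperone of Figure 5B, had log2 ratios of -0.42 at the brightest of its 5 probe sets, of -0.32, -0.69 and -0.45 at others, and of 0.67 at the dimmest, whose siControl signal was below the array median. Of 19 glutathione transferases, 4 were higher, among them Gsta4 by 5.33-fold and Mgst2 by 3.13-fold (median 0.13, percentile 78.5). Of 14 genes of the BCL2 family, which controls the mitochondrial route to apoptosis, Bik and Bmf had ratios past 2-fold at both of their probe sets, with log2 ratios of 1.46 and 1.70 for Bik and of 1.24 and 1.37 for Bmf, but at the probe set chosen not with the siControl signals of 8.84 and 13.1 set at the array median (list median 0.03, percentile 52.6).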

Interestingly, our data showed that CPEB1 knockdown significantly increased the mRNA levels of *Pla2g6*, which has been identified as the causative gene for an autosomal recessive form of Parkinson’s disease (Gregory et al., 2008). Considering that *Pla2g6* protein product acts as an A2 phospholipase and plays key roles in membrane remodeling through phospholipid deacylation and reacylation cycle (Mori et al., 2019), our results implied that CPEB1 was involved in multiple mitochondrial functions, including metabolism, morphology, and membrane remodeling.

Several lines of evidence have indicated mitochondrial dysfunction, such as abnormal morphology, respiration rate, and ATP production, in FXS mouse models (D’Antoni et al., 2020; Kuzniewska et al., 2020). Our data, which showed an aberrant HSPA9 distribution in FMR1 knockdown cells, might reflect mitochondrial dysfunction consistent with that in the FXS models. A previous study has shown that HSPA9 overexpression exerts a protective effect against complement-dependent cytotoxicity in erythroleukemia cells; however, HSPA9 truncated mutant, which lacks a mitochondrial-targeting signal peptide, when overexpressed, is unable to exert the same effect (Saar Ray et al., 2014). Thus, we consider that the improved HSPA9 distribution observed in siFMR1/siCPEB1-treated cells represents amelioration of mitochondrial function.

In FXS pathology, structural and functional deficits have been observed in the cerebral cortex, hippocampus, and cerebellum (Huber, 2006; Mercaldo et al., 2009; Guo et al., 2012). Previous studies demonstrated that loss of FMRP in the cerebellum exhibits aberrant morphology of synaptic mitochondria, abnormally elongated spines in Purkinje cells, enhanced long-term depression (LTD) at the parallel fiber synapses that innervate these spines, and deficits in motor learning (Koekkoek et al., 2005). Indeed, FXS patients displays abnormal performance in the acquisition of conditioned eyelid responses compared with normal individuals (Smit et al., 2008). These studies suggest that FMRP plays pivotal roles in physiological structure and synaptic plasticity in the cerebellum. Additionally, several lines of evidence suggest that CPEB1 is also important for cerebellar function; abnormally increased spine density, longer spines, abolished protein synthesis-dependent LTD, and ataxia were observed in the cerebellum in mice expressing CPEB1-AA that is a phosphorylation mutant and defective in exerting polyadenylation mediated-translation (McEvoy et al., 2007). Considering that reduction of mitochondrial ATP production was observed in hippocampal neurons in CPEB1 KO mice (Oruganty-Das et al., 2012), CPEB1 might be involved in mitochondrial function in the cerebellum. Together, it is plausible that mitochondrial function, spine morphology, synaptic plasticity, motor learning in the cerebellum could be regulated by FMRP and/or CPEB1, both of which regulate synaptic local translation and contribute to translational homeostasis in neurons.

Here, we have shown that CPEB1 is co-localized with *Fmr1* mRNA in hippocampal neurons and cerebellar Purkinje cells and post-transcriptionally regulates FMRP expression. Moreover, loss of CPEB1 might ameliorate mitochondrial functions through regulating mitochondrial gene expression and modulating HSP9 localization in FMR1 knockdown cells. It is thus possible that physiological neuronal functions are maintained by mitochondrial activity which is regulated through CPEB1/FMRP cascade not only in the hippocampus but also in the cerebellum.

Finally, our data suggested that CPEB1 post-transcriptionally repressed *Fmr1* expression through the 3′UTR, and that CPEB1 knockdown might affect mitochondrial function. Further studies are required to elucidate the detailed mitochondrial functions of CPEB1 using CPEB1 knockdown FXS model.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147604.

## Ethics Statement

The animal study was reviewed and approved by the Animal Committee of Kansai Medical University.

## Author Contributions

MK, HY, and YAN conceived and supervised the study. SO, RS-O, and TK designed the experiments. SO, RK, and SS performed the experiments. SO, YON, and YH analyzed the data. SO, SH, and ST wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

CNS: central nervous system
CPEB1: cytoplasmic polyadenylation element-binding protein 1
Fmr1: fragile X mental retardation 1
FMRP: fragile mental retardation protein
UTR: untranslated region
FXS: fragile X syndrome
CPE: cytoplasmic polyadenylation element
GO: gene ontology
DIG: digoxigenin
Ig: immunoglobulin
PBS: phosphate-buffered saline
HSPA9: heat shock protein family A member 9
RT-PCR: reverse-transcriptase polymerase chain reaction
MAP2: microtubule-associated protein 2
SDS-PAGE: sodium dodecyl sulfate-polyacrylamide gel electrophoresis
siRNA: small interfering RNA
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
RNA-IP: RNA immunoprecipitation
qPCR: quantitative PCR
GFP: green fluorescent protein
NLS: nuclear localization signal
MS2rm: MS2 recognition motif.

How the deposited data were processed for this re-analysis (not part of the article)

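RNA from 2 cultures of Neuro2a cells was measured on 1 Affymetrix array each, siControl and siCPEB1, and the comparison is between these 2 arrays. According to the submitters' processing notes, the authors computed the values with MAS5 in Affymetrix Expression Console, with no version given, and the deposited values are probe set signals on a linear intensity scale. MAS5 subtracts background and scales each array as a whole. The scaling target is not given in the sources used here. The 205 rows of Table S2 that were at hand were matched by probe set to find the scale, and all 205 had both signals within 0.01% of the deposited intensity. No other column of per-sample values was used.

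The log2 ratio of siCPEB1 over siControl plus the constant of Table S2 (-0.04) was taken for each of 45037 probe sets, and 64 AFFX control probe sets were left out of the counts. A probe set counted as higher or lower when it passed the filter on signal and its ratio was above 2 or below 0.5. Gene symbols came from the platform annotation, updated through gene identifiers to the RefSeq names of GRCm38. With 34945 probe sets there was 1 symbol, with 932 there were several, and 9160 had none listed. No gene was named from a probe set with several symbols. For a gene, 1 probe set was used, by preference not an _x_at or _s_at probe set and otherwise the brightest that passed the filter, which gave 11554 genes. For each list, the median log2 ratio was set against 10000 random lists of the same size drawn from the same 20 bins of mean signal, and lists with fewer than 5 measured genes got no percentile. This percentile describes the 2 arrays and is not a p-value.

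The genes to be named, the 33 gene lists, the filter and the alternatives were fixed before the data were examined, but the top of the increases in Table S2 and the terms of Table S8 had been seen. Named were the genes of the paper's text and Figure 5A, the 10 largest increases and the 10 largest decreases among genes whose probe sets passing the filter were all past 2-fold, and up to 4 members of each list. The lists cover 8 groups around the mitochondrion, glutathione and apoptosis (the genes of Figure 5A, oxidative phosphorylation, the mitochondrial ribosome, the tricarboxylic acid cycle, dynamics and biogenesis, import and quality control, the BCL2 family and glutathione transferases), RNA regulation (partners of FMRP, the CPEB family, known CPEB1 targets, RNA interference and the cytosolic ribosome), the terms of Table S8 (MHC class I, iron, the interleukin-11 receptor, cadherins and synapse), signaling and stress (interferon, unfolded protein response, p53 targets, immediate early genes and regulators of G protein signaling), growth and metabolism (cell cycle, histones, cholesterol synthesis and glycolysis), neuronal genes (differentiation and catecholamines), and markers of fibroblasts, glia, haematopoietic cells and endothelium. Of the listed symbols, 2 of the MHC list matched no gene. One further list, of hypoxia-inducible genes, was added later, as were the bounds given as at least a fold, with a signal below the array median set at the median.

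The alternatives were 5 other scalings (none, the median, the 75th percentile, quantile normalization and loess with a span of 0.3), 16 added to both signals, 5 other filters, counts of genes, counts without cross-hybridizing probe sets, and the mean of all probe sets of a gene (for named genes) or of those that passed the filter (for lists). The steps were tested on simulated data. With noise of SD 0.15, below the spread on these arrays, this checked the calculation alone, and of 200 unaltered lists 5.5% lay outside the central 95%. A simulation added later took its noise from the spread between probe sets of the same gene. With the pooled spread, 99.6% of 4-fold increases and 97.4% of 4-fold decreases from siControl signals at or above the array median were found, and 91 unaltered probe sets were called higher and 92 lower. With the spread at each of 10 levels of signal, from an SD of 0.65 at the dimmest to 0.23 at the brightest, 99.4% and 96.2% were found, and 570 and 158 unaltered ones were called. This spread also holds real differences between transcripts of 1 gene. Only the siCPEB1 array was simulated, so 570 against 158 does not compare the noise of increases with that of decreases. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. A comparison of genes with and without a CPE was planned but not made, because no genome sequence was used here. The number of arrays, 1 per condition, limits the precision: a ratio cannot be separated from the difference between any 2 cultures.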

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

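The tests of a difference between the cultures and of a response to the siRNA duplex were chosen only after the results were seen, as were the limit of 8-fold used here and the bounds for low signals. Apart from genes named in the paper's text, 7 of the 10 largest increases had a ratio above 8-fold in siCPEB1. Their log2 ratios were 4.76 for Flrt3, 3.53 for Etfbkmt, 3.47 for Rgs4, 3.39 for Afp, 3.27 for F13a1, 3.22 for Jakmip3 and 3.02 for Ttr. The siControl signals of Flrt3, Afp, Jakmip3 and Ttr were below the array median, as was that of Rgs4 at 2 of its 3 probe sets. Those of Flrt3, Jakmip3 and Ttr are not among the probe sets of Table S2 at hand and are not shown to be above background. The rows at hand fall in order of fold change to a log2 ratio of 1.38, below the ratios of these genes. All are flagged present in siCPEB1 and present or marginal in siControl. If the rows left out of the copy follow these, Table S2 itself leaves out the probe sets of Flrt3, Jakmip3 and Ttr. The size of their ratios is therefore open and only the bounds hold, at least 13.3-, 2.40- and 2.57-fold. The bounds of Jakmip3 and Ttr do not place them above 8-fold. The value for Rgs4 is from a probe set that is not among those of Table S2 at hand either.

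Genes of the unfolded protein and integrated stress response were lower as a list, at a median log2 ratio of -0.41. A difference between the arrays that depends on signal as the whole cause is argued against, because after loess the median was -0.27, below the central 95% of random lists, which ran from -0.12 to 0.18. The choice of 1 probe set per gene is argued against too, because the mean of all passing probe sets gave -0.50. With 1 array per condition, a difference between the 2 cultures other than the siRNA, such as in density or medium, cannot be told apart from an effect of lower Cpeb1, and both stay open.

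Genes of the type I interferon and double-stranded RNA response were higher as a list, at a median of 0.41. After loess the median was 0.44, above the 0.23 that bounds the random lists, which argues against a signal-dependent difference as the whole cause. Among the 16 members at or above the 75th percentile of signal in both arrays it was 0.38, against a bound of 0.22, so noise of low signals does not account for it. The siControl cells also received an siRNA, so only a response that differs between the siRNA treatments could shift the ratios. Such a response to the siCPEB1 duplex cannot be told apart from a response to lower Cpeb1. The reason is that 1 siRNA condition per target was analysed here, without the arrays of siFMR1- and siFMR1/siCPEB1-transfected cells.

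Of the higher probe sets, 484 came from siControl signals below the array median. If these were noise alone, the bound taken was under 10% of the other probe sets of the same genes past 2-fold. If they were not, it was over 25%. Of the 484, 389 had 1 gene symbol and were not _x_at probe sets, and 180 of these had another such probe set. The share was 26.8% (80 of 299, and 20.1% to 33.9% when genes were resampled). It was 4.19% for all probe sets of this kind, whatever their signal, and 38.4% for increases from brighter signals. The interval lies above 10% and includes 25%, so noise as the sole source is argued against, while how much of the group is noise cannot be told apart.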

How the results depend on the processing

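The scale relative to Hprt and the hypoxia-inducible list were chosen only after results were seen; the settings here were planned. With 16 added to both signals, 407 probe sets were higher and 508 lower; with no filter, 6164 and 5587; with the median reached in both arrays, 487 and 671; with the 75th percentile in both, 106 and 234; and counted as genes, 525 and 450. The last differs by construction, since a gene counts once; for the others the cause was not tested. The other settings stayed within 1.5 times the counts. The Cpeb1 log2 ratio was -2.58 with 16 added, and Fmr1 moved by less than the spread of 0.37. Of 77 named genes past 2-fold, 77 were past it the same way under each of the 5 other scalings, 70 with 16 added and 68 with the mean of all probe sets, passing or not, where 3 changed sign: Abat -0.39, Rgs5 -0.41 and Acta2 0.38. The pooled spread was taken in place of a robust one of 0.28 after both were seen; 58 of 665 values of named genes moved by at least the pooled and 64 by at least the robust spread. Of 8 lists outside the central 95%, 4 stayed outside under all 9 alternatives. These were the Figure 5A genes, which the paper had reported to rise, and the interferon, glycolysis and unfolded protein lists. No scaling and scaling by the median or the 75th percentile shift every log2 ratio by a constant, so they could not move a percentile. The shifts of the median (-0.0402) and 75th percentile (-0.0404) were also nearly that of the main scale (-0.0405). They therefore hardly test the 77 named genes either. The neuronal differentiation list also came to percentile 96.7 with no filter. No paired analysis was possible because each condition has 1 array, and for the same reason no replicate could be left out. The CPE comparison and its alternatives were not run. Without detection flags, signals near background are limited by the filter alone.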

Differences from the paper's values

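The scale relative to Hprt was chosen only after the values were seen, although Hprt is the internal control that the paper's methods name for qPCR. The paper does not state whether the qPCR and the arrays used the same RNA, and the qPCR levels were read by eye. A gene was taken to differ when the array and qPCR values were more than 1.5 times apart and further apart than the error bar of the figure. Tmtc1 was left out, because its siControl bar in Fig. 5A lies too near 0 on its axis to be read. On this scale, 3 of the other 13 genes differed, while for Fmr1 and Mgst1 the comparison cannot decide, for reasons given below. Cpeb1 was at 0.158 of siControl on the arrays relative to Hprt (0.124 without it), and the paper's qPCR level is about 0.06 in Fig. 4A, read by eye. Caprin2 was 2.48-fold (1.94-fold without Hprt), against the paper's about 5.5 in Fig. 5A, read by eye. Galc was 2.06-fold (1.61-fold without Hprt), against the paper's about 5.9 in Fig. 5A, read by eye. For these 3 genes every alternative set before the data were examined also differed, and none came within the paper's value.

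On the plain array ratio, 8 of 13 genes differed, so the choice of scale, made after the values were seen, closes 5 of these gaps in the main setting, though not under every alternative. Abat was 2.46-fold plain and 3.14-fold relative to Hprt, or 0.975-fold with the mean of all its probe sets, against the paper's about 3.8 in Fig. 5A, read by eye. Pcx had a plain log2 ratio of 1.54 and was 3.72-fold relative to Hprt, but 3.58-fold after quantile normalization, 3.51-fold after loess and 3.42-fold with 16 added, which again differ, against about 5.5 in Fig. 5A, read by eye. Pla2g6 was 2.68-fold plain and 3.43-fold relative to Hprt, against about 4.5 in Fig. 5A, read by eye. Fancg was 1.83-fold plain and 2.34-fold relative to Hprt, against about 2.8 in Fig. 5A, read by eye. Letm2 was 2.58-fold plain, against about 4.8 in Fig. 5A, read by eye, and did not differ relative to Hprt except with the mean of all its probe sets (2.14-fold). Mgst1 was 14.6-fold relative to Hprt in the main setting, against about 15 in Fig. 5A, read by eye. Its siControl signal of 7.49 was below the array median, and only the bound of at least 4.08-fold without Hprt holds. Whether Mgst1 differed therefore cannot be decided. Relative to Hprt, Mgst1 was 5.53-fold with 16 added and 4.00-fold with the mean of all its probe sets.

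The paper states that Fmr1 mRNA was higher in siCPEB1 by qPCR. The array ratio of Fmr1 was 1.12-fold at its brightest probe set, and 1.22- and 0.909-fold at the others, all within the spread. Relative to Hprt, which itself was lower in siCPEB1 (0.782-fold), Fmr1 was 1.44-fold, against about 1.4 in Fig. 4A, read by eye. An unchanged Fmr1 would also lie within 1.5 times of 1.4, so this rule cannot decide whether the arrays show the rise. The counts of 971 higher and 1074 lower probe sets stand beside the paper's 650 and 808 genes at the same fold thresholds but with a signal filter in place of detection flags, and are just within 1.5 times of them. The copy of Table S2 marks 599 increases rather than 650, and 971 is 1.62 times that. Counted as genes they were 525 and 450, the latter more than 1.5 times from 808. The rows of Table S2 are probe sets, however, and its copy marks 808 decreases, the number that the paper gives as genes. Counts of genes are therefore in another unit, and 450 against 808 cannot be read as a difference from the paper. With the median reached in both arrays the probe set counts were 487 and 671, both within 1.5 times. The higher count was more than 1.5 times from 650 with no scaling (1061), after loess (984) and with 16 added (407). The same held with no filter (6164), the median in at least 1 array (1112), and the 25th (1396) or 75th percentile (106) in both. The higher count stayed within 1.5 times after quantile normalization (963) and without cross-hybridizing probe sets (872). The lower count was also more than 1.5 times from 808 with 16 added (508), no filter (5587), and the 25th (1421) or 75th percentile (234) in both.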

Other observations

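The list of hypoxia-inducible genes was chosen only after the glycolysis values were seen, and its difference from glycolysis was added after its median was seen. Beyond the groups described above, partners of FMRP had a median log2 ratio of 0.19 (percentile 96.8, and just above the central 95% after loess). With the mean of all passing probe sets it was 0.11 (percentile 81.1). Cyfip2, a partner of FMRP in actin regulation, was 2.72-fold lower. Apart from Cpeb1, none of 18 genes of the CPEB family and polyadenylation was past 2-fold at the probe set chosen (median -0.09, percentile 26.7), while other probe sets of Cpeb3 and Cpeb2 had log2 ratios of 1.71, from a siControl signal below the array median, and 1.05. Of 8 measured mRNAs known as CPEB1 targets, the glutamate receptor subunit Gria2 was 2.44-fold higher, and 0.08 on the log2 scale at its other probe set. The list median was 0.29 (percentile 95.6). It was 0.13 (percentile 77.6) with the mean of all passing probe sets and 0.21 (percentile 83.8) with no filter. After quantile normalization it was 0.35 (percentile 96.9). No gene of the RNA interference machinery was past 2-fold (13 genes, median 0.02, percentile 56.0). Among p53 targets, Gadd45a was 4.74-fold lower and Zmat3 2.86-fold higher (median -0.05, percentile 37.3), and 2 genes of this list also belong to the stress list. Of 25 immediate early genes, Fos was 4.47-fold higher, while Egr3 was at least 2.77-fold lower and Klf4 and Zfp36 were 2.54- and 2.19-fold lower (median -0.10, percentile 17.6).

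The regulators of G protein signaling had a median of 0.23 (10 genes, percentile 86.4), with Rgs5 past 2-fold by its ratio beside Rgs4. The signals of Rgs5 were 12.1 and 25.3, not past 2-fold with the siControl signal at the array median, and with the mean of all its probe sets its log2 ratio was -0.41. Histones had a median of -0.04 (10 genes, percentile 38.3), with H1f2 at -0.92. For cholesterol synthesis the median was -0.06 (20 genes, percentile 39.6), with Lss 2.43-fold lower. The median of the fibroblast markers was -0.37 (percentile 2.89, or 2.33 after loess, which is below the central 95%), -0.14 with the mean of all passing probe sets (percentile 24.9) and 0.17 with no filter (19 genes, percentile 72.7). Of 5 glial markers Erbb3 was 2.93-fold lower (median 0.29, percentile 87.6), and of 10 endothelial markers on the array the 3 that passed the filter were above 0 (median 0.67), with Vwf 4.20-fold higher, as were 9 of the 10 with no filter (median 0.85).

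A hypothesis was that the lower glycolysis genes reflect lower hypoxia-inducible transcription, which would also lower other hypoxia-inducible genes. Of 24 such genes outside glycolysis, 15 were below 0 and 1 was lower by more than 2-fold, Bhlhe40 (2.12-fold). Their median was -0.16 (percentile 7.34), within the central 95%, so the prediction was not met for this list. The list leaves out Ero1a (3.95- to 6.88-fold lower) and Ddit4 (2.61-fold lower). Other choices of members were not tested, so the result may depend on the choice. The bound written against the hypothesis was met as well, narrowly, since the interval of -0.38 to 0.15 from resampled genes left out the glycolysis median. That bound took the glycolysis median as exact. With its spread included, the medians differed by 0.23 with an interval from -0.09 to 0.54, so a smaller shared decrease cannot be told apart from none. Bnip3, 1 of the 24, also belongs to the BCL2 list.

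Hprt had signals of 2139 in siControl and 1720 in siCPEB1 (log2 ratio -0.36), at percentile 19.2 among 578 genes of like signal, and at 19.4 after loess. A control probe set for the mouse B2 repeat was 3.06-fold higher in siCPEB1 (474 to 1490), while 2 others for repeats of this kind had ratios of 0.866 and 1.06. Of 433 passing probe sets with a log2 ratio above 1.38, the lowest among the rows of Table S2 at hand, 193 were among those rows. Of the others, 224 had a siControl signal below the array median and 16 did not.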
